A study of Homo sapiens with 8 samples.

How the data were processed

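RNA was measured in 8 libraries from 2 human breast epithelial cell lines, MCF10A and HMLE TWIST, each grown with the solvent DMSO or with 10 µM emetine for 24 hours, with 2 replicates per group. Per the labels' protocols, total RNA was extracted with Trizol, and stranded paired-end libraries were made from polyadenylated RNA with Illumina TruSeq chemistry.

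Per the file headers and names, the deposited data are skipped-exon tables in the format of rMATS, a program that tests alternative splicing from replicate RNA-seq libraries, with a separate table for each line. The version of rMATS, the aligner, the annotation release and the genome build are not stated in the labels or headers. The authors' deposited junction counts give, for each event, the reads that support inclusion of the middle exon and the reads that support its skipping, with the replicates of a group written as a pair in a cell. The effective length of the skipping form was 99 in every event of the deposited tables. That of the inclusion form ran from 100 to 198 and never grew with exon length beyond that, which is how counts of junction-spanning reads alone are scaled. The deposited p-value and false discovery rate (FDR) of each event are the authors' rMATS results, per the file headers, and the FDR was recomputed here as the Benjamini-Hochberg adjustment of the p-value over the whole table. The deposited difference score is the authors' mean inclusion level of the first group minus that of the second, and it was recomputed from the counts to within 0.00142.

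The header names the groups only as the first and second sample. The first was taken as the DMSO control and the second as emetine, from the order in which the name of each table gives them. The labels number the replicates of each group 1 and 2, but the values inside a cell carry no number. Where a replicate block was fitted, the first listed value was taken as replicate 1, an assumption that could not be checked against the labels.

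The inclusion level of an exon in a library was computed as the inclusion count over its effective length, divided by the sum of that value and the skipping count over its effective length. The change is the mean level under emetine minus the mean level in the control, so a positive change means more inclusion under emetine. An event was tested where every library of the fit had at least 20 reads and the rarer of the inclusion and skipping forms had at least 10 reads over those libraries.

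Each event was tested with a quasi-binomial logistic model of the inclusion and skipping counts (R 4.3.3), in which a dispersion parameter carries the spread between replicates beyond counting error. The dispersions were moderated across events with limma 3.58.1 (squeezeVar), floored at 1, and tested with a moderated F test. The moderation returned an infinite prior weight, so all events of a fit shared a single dispersion, 1.97 in MCF10A, 1.95 in HMLE TWIST and 2.04 in the fit over both lines. With 2 libraries per group the adjusted p-values therefore rest on this shared value, and very small ones for deeply covered events should be read together with limma's. As an alternative, limma was run on the log2 odds of inclusion with 0.5 added to each count. All p-values of the quasi-binomial model and of limma given here are two-sided and were adjusted with the Benjamini-Hochberg method over all events of the fit. An event is called changed where the adjusted p-value is under 0.05 and the absolute change is at least 0.1. A difference of response between the lines was tested with the term for line by treatment over all 8 libraries, with the same thresholds for the difference of the changes. Means are given with the standard deviation (SD) of the 2 replicates, and shares with Wilson 95% intervals, which cover counting error only. Events of a gene often share junction reads and are not independent.

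The quasi-binomial model was tested on simulated data. Every simulated event had about the same spread beyond counting error, as the shared dispersion assumes. Calls in the simulation used the adjusted p-value alone, with no minimum change. Log odds were shifted by 1.5 in 174 of 23793 simulated MCF10A events, and 47.1% were recovered, rising to 70.2% of the 57 whose inclusion level moved by at least 0.1. Of the 86 calls, 4 were false. For HMLE TWIST, 169 of 28208 events were shifted and 46.2% recovered, 75.9% of the 58 that moved by at least 0.1, with 4 false among 82 calls. For the difference between lines, 200 of 19025 events were shifted and 25% recovered, with 2 false among 52 calls. The simulation cannot show how many false calls arise where the spread differs between events, and limma was not simulated.

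The 56 splicing regulators, most of them SR proteins, heterogeneous nuclear ribonucleoproteins, CLK kinases and MBNL, RBM and PTBP proteins, were listed before the data were examined, as were the groups, the tests, the thresholds and the alternatives except where stated. The share of regulators with a changed event was set against that of all other tested genes with a two-sided Fisher exact test.

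Coordinates are printed as in the deposited tables, with starts counted from 1. They do not follow GRCh38: 0.675% of the exons had the coordinates of a GRCh38 exon in GENCODE 29. No coordinates were converted. Exon sequences were taken from GENCODE 29 transcripts, from the exon of the same gene with the same length whose neighbouring exon ends lay at the same intron lengths. A single such place was found for 97.5% of events. For 66.9% of events the full structure of 3 consecutive exons fitted a single place, and these carry the annotation of coding sequence, untranslated region and nonsense-mediated decay. An exon is called coding where a protein-coding transcript with this structure translates it. A form is called a decay target where its annotated transcripts are nonsense-mediated decay targets and none is protein coding, while the other form is protein coding and not a decay target. The motif searched was 4 runs of at least 2 G separated by 1 to 7 nucleotides on the transcribed strand, a loose form of the G-quadruplex pattern. The search was planned on the exon and 250 nucleotides of intron on either side. Intron sequence was not used here, since no genome in the numbering of the tables was at hand, and the search was run on the exon alone. Exons with an adjusted p-value above 0.5 and an absolute change under 0.05 served as the unchanged set, and each exon was counted once.

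Named exons were chosen by a fixed rule. For each line, these are the 4 largest rises and the 4 largest falls among changed events with an authors' FDR under 0.05, at least 50 reads in every library and no overlap of replicates between groups, with 1 exon per gene. To these were added the 3 largest shared changes in each direction, ranked by the smaller of the changes in the 2 lines, the 4 largest tested differences between lines, CD44, and up to 4 splicing regulators changed in both lines, ranked in the same way. The alternatives tried were other minimum read counts, other minimum changes, no minimum on the rarer form, 1 event per exon, the authors' FDR, limma, a Fisher exact test on pooled reads, inclusion levels without length correction, and each replicate left out. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6 was used for the remaining steps.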

Results

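Splicing of skipped exons was measured by RNA-seq in MCF10A, a non-tumorigenic breast epithelial line, and in HMLE TWIST, immortalised breast epithelial cells that carry a retroviral TWIST gene and overexpress this transcription factor. Each line was treated with the solvent DMSO or with 10 µM emetine, an alkaloid that inhibits translation, for 24 hours. There were 4 groups of 2 libraries. The series concerns compounds that regulate alternative splicing through RNA G-quadruplexes, 4-stranded structures formed by runs of guanine, and the comparison of emetine with DMSO within each line asks which exons change in inclusion under the compound.

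The MCF10A table held 82355 events over 59245 exons and 12111 genes, and that of HMLE TWIST held 98244 events over 66482 exons and 12262 genes. Junction reads summed over events, in which a read can count in several events, came to 78412292 and 83313236 in the MCF10A controls and to 82518802 and 83483642 under emetine. In HMLE TWIST they were 91259363 and 90031966 in the controls and 90696945 and 90520811 under emetine. The median event had 229 and 234 reads in the MCF10A controls and 294 and 274 under emetine, against 219 and 202 in the HMLE TWIST controls and 308 and 278 under emetine. The replicates of a group differed by more than counting error. The mean chi-square per event, which is 1 for sampling noise alone, was 2.17 and 2.16 for control and emetine in MCF10A and 2.09 and 2.23 in HMLE TWIST, so they were counted as separate libraries. The median absolute difference of inclusion level between replicates ran from 0.0139 to 0.0160 over the 4 groups.

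In MCF10A, 25522 events in 7852 genes had enough reads to be tested. The adjusted p-value of the quasi-binomial model was under 0.05 for 9319 of them, and 3533 events (13.8%) in 2320 genes also changed by at least 0.1. Inclusion was higher under emetine in 2135 and lower in 1398, so that 39.6% of the changed events fell (95% Wilson interval 37.97 to 41.2). The median rise was 0.193 and the median fall was -0.180. The median SD between replicates of the changed events was 0.0188 in the controls and 0.0261 under emetine. In 67.4% of all tested events the replicates of the 2 groups did not overlap, against 33.3% by chance for 2 against 2 libraries. The share was 99.3% among the changed events, which were selected on these same libraries, so a high share follows largely from that choice. Events that rose had a median inclusion level of 0.202 in the control and 0.483 under emetine, and events that fell went from 0.943 to 0.716. Changes of 0.3 or more were seen in 472 events that rose and 233 that fell. limma on the log2 odds called 2012 events.

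In HMLE TWIST, 30290 events in 8058 genes were tested, 12058 had an adjusted p-value under 0.05 in the quasi-binomial model, and 4539 (14.99%) in 2775 genes changed. Here lower inclusion was more frequent, with 2521 events against 2018 that rose, a share of 55.5% (54.1 to 57.0). The median rise was 0.189 and the median fall -0.186, with median SDs between replicates of 0.0182 and 0.0252. Replicates of the 2 groups did not overlap in 69.9% of all tested events and in 99.4% of the changed events, again selected on these same libraries. Events that rose went from a median level of 0.348 to 0.663, and those that fell from 0.953 to 0.721. Without the length correction of the inclusion level, 45.85% of the changed events fell in HMLE TWIST and 29.7% in MCF10A, so the direction of the majority in HMLE TWIST depended on that correction.

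In the authors' deposited table for MCF10A, 5704 events had an FDR under 0.05 and an absolute difference of at least 0.1, of which 3410 were higher under emetine and 2294 lower. The authors' deposited table for HMLE TWIST held 7460 such events, 3477 higher and 3983 lower. Of these events in the authors' deposited table, 1831 in MCF10A and 2453 in HMLE TWIST had fewer than 20 reads in a library. Of the calls made here, 3462 (97.99%) in MCF10A and 4478 (98.7%) in HMLE TWIST also had an FDR under 0.05 in the authors' deposited table.

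**Figure D1:**
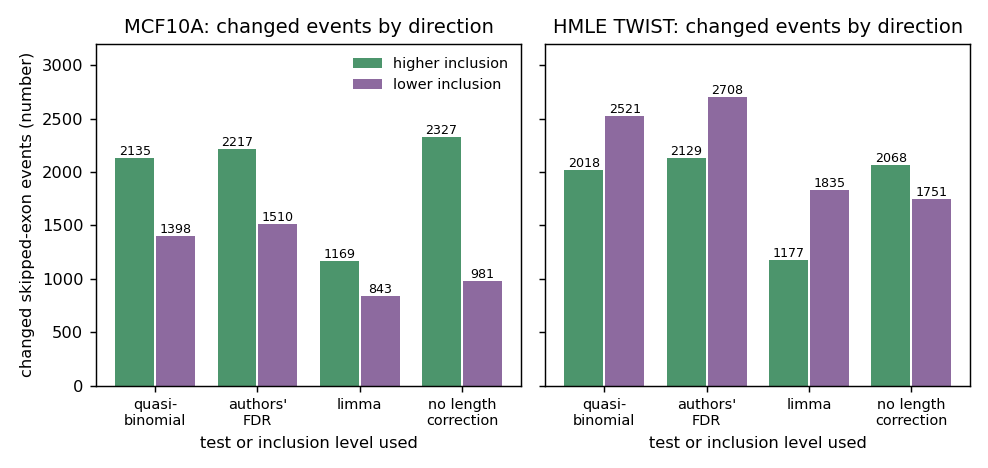
Number of changed skipped-exon events (vertical axis) with higher or lower inclusion under emetine in each line, under the quasi-binomial model, the authors' FDR on the same tested events, limma on the log2 odds, and the quasi-binomial model with inclusion levels not corrected for length. In MCF10A the higher bar is the taller under every setting (2135 against 1398 in the quasi-binomial model), while in HMLE TWIST the lower bar is the taller (2521 against 2018) except without the length correction, where 2068 events rose and 1751 fell.

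The exons with the largest rise in MCF10A lay in PHACTR2, AASS, SAT1 and MBNL2. The 240-nucleotide coding exon of PHACTR2 (ENSG00000112419.14; chromosome 6, 144081538 to 144081777) went from 0.0302 ± 0.00602 to 0.7705 ± 0.105 (mean ± SD, n = 2 each). A 104-nucleotide exon of AASS (ENSG00000008311.14; chromosome 7, 121722842 to 121722945), whose inclusion form is annotated as a decay target, went from 0.0787 ± 0.0527 to 0.809 ± 0.0113. A 110-nucleotide exon of SAT1 (ENSG00000130066.16; chromosome X, 23802411 to 23802520), annotated only in noncoding or decay-target transcripts, went from 0.0309 ± 0.00376 to 0.753 ± 0.0139. The 54-nucleotide exon of MBNL2 (ENSG00000139793.18; chromosome 13, 98009050 to 98009103), with a decay-target inclusion form, went from 0.127 ± 0.0278 to 0.836 ± 0.0264. The fewest reads in any library of these 4 events was 60. The largest adjusted p-value among them was 2.27e-31 in the quasi-binomial model and 0.0145 in limma.

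The largest falls in MCF10A were those of CUTC, SLC37A4, H2AFY and WASH6P. The 28-nucleotide coding exon of CUTC (ENSG00000119929.12; chromosome 10, 101510126 to 101510153), whose skipping form is annotated as a decay target, went from 0.889 ± 0.00993 to 0.202 ± 0.0198. A 183-nucleotide exon of SLC37A4 (ENSG00000137700.16; chromosome 11, 118897216 to 118897398) went from 0.932 ± 0.0590 to 0.290 ± 0.0565. The 91-nucleotide coding exon of H2AFY (ENSG00000113648.16; chromosome 5, 134686513 to 134686603) went from 0.890 ± 0.0562 to 0.312 ± 0.0446, and its skipping form is annotated as a decay target. The exon of WASH6P (ENSG00000182484.15; chromosome X, 155252364 to 155252499) went from 0.765 ± 0.0175 to 0.207 ± 0.0324, but WASH6P belongs to a family of near-identical copies that can share reads, so its source is uncertain. The largest adjusted p-value of the 4 was 9.6e-15 in the quasi-binomial model and 0.0215 in limma, at 64 reads or more per library.

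In HMLE TWIST the largest rises were in IVNS1ABP, EIF4A2, H2AFY and AGPAT4. The 141-nucleotide exon of IVNS1ABP (ENSG00000116679.15; chromosome 1, 185275617 to 185275757) went from 0.0333 ± 0.0109 to 0.946 ± 0.0176, a change of 0.913. A 107-nucleotide exon of EIF4A2 (ENSG00000156976.14; chromosome 3, 186506099 to 186506205) went from 0.0898 ± 0.0340 to 0.854 ± 0.0173. A 111-nucleotide exon of H2AFY (chromosome 5, 134696187 to 134696297), upstream on the minus strand of the one that fell in MCF10A, went from 0.117 ± 0.0593 to 0.852 ± 0.0753. The 137-nucleotide exon of AGPAT4 (ENSG00000026652.13; chromosome 6, 161586609 to 161586745), with a decay-target inclusion form, went from 0.08155 ± 0.00765 to 0.793 ± 0.00135. The exons of IVNS1ABP and EIF4A2 are also annotated only in noncoding or decay-target transcripts. The largest falls were in TEP1 (ENSG00000129566.12; chromosome 14, 20849712 to 20849845; from 0.855 ± 0.0633 to 0.151 ± 0.0575), TESK1 (ENSG00000107140.15; chromosome 9, 35607324 to 35607406; from 0.973 ± 0.00257 to 0.279 ± 0.0429), STARD5 (ENSG00000172345.13; chromosome 15, 81615240 to 81615289; from 0.887 ± 0.0528 to 0.212 ± 0.0788) and SNRPA1 (ENSG00000131876.16; chromosome 15, 101826419 to 101826498; from 0.9665 ± 0.00107 to 0.336 ± 0.0247). Of the 4 exons that fell, all but that of STARD5 are coding. The largest adjusted p-value among the 4 rises was 1.21e-21 in the quasi-binomial model and 0.0124 in limma, and among the 4 falls 3.3e-20 and 0.0127.

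Whether the response was shared by the lines was asked over the 19025 events tested in both. Of these, 2922 changed in MCF10A and 3515 in HMLE TWIST, and 1783 changed in both, where 540 would be shared if the calls were independent (odds ratio 13.0). The direction was the same in 1760 of the 1783 (98.7%), with 938 higher and 822 lower, and opposite in 23. Across the 4654 events changed in either line, which are not independent replicates, the changes in the lines had a Pearson r of 0.755 and a Spearman rho of 0.749. Across all events tested in both, r was 0.707 and rho 0.676. Under limma 897 events were called in both lines. Ranked by the smaller of the changes in the 2 lines, the largest shared rises were those of FLOT2 (ENSG00000132589.15; chromosome 17, 27212875 to 27212965), from 0.241 ± 0.0473 to 0.963 ± 0.0227 in MCF10A and from 0.156 ± 0.0545 to 0.928 ± 0.0354 in HMLE TWIST, AGPAT4 and SAT1. For FLOT2 the control libraries were shallow, with as few as 31 reads. By the same ranking the largest shared falls were those of CUTC, SLC37A4 and HNRNPH1, with changes in HMLE TWIST of -0.630, -0.595 and -0.5375.

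**Figure D2:**
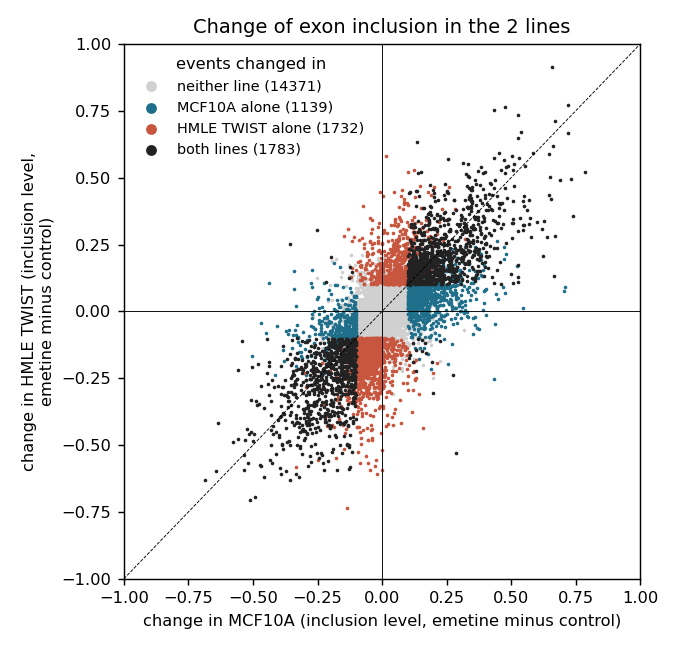
Change of inclusion level under emetine in MCF10A (horizontal axis) and HMLE TWIST (vertical axis) for the 19025 events tested in both lines, coloured by the line in which the event was called changed, with the diagonal dashed. The 1783 events changed in both lines lie in the quadrants of equal direction in all but 23 cases.

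The response itself differed between the lines in 580 of the 19025 events (3.05%, in 462 genes), by the interaction term of the quasi-binomial model with an adjusted p-value under 0.05 and a difference of the changes of at least 0.1. The change was the more negative in HMLE TWIST in 391 and the more positive in 189. The changes had opposite signs in 315 of the 580 events, and in 50 of them both were at least 0.1 in size. limma with the same term called 0 events, with 2826 at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.112. The quasi-binomial model called 389 events with the event's own dispersion wherever it was larger than the shared one. With the event's own dispersion alone it called 0, with 1596 at an unadjusted p-value under 0.05. The calls thus depended on how the spread between replicates was estimated. The largest was in a 9-nucleotide coding exon of NAV2 (ENSG00000166833.19; chromosome 11, 20104138 to 20104146), which rose from 0.202 ± 0.0348 to 0.490 ± 0.0564 in MCF10A and fell from 0.721 ± 0.0881 to 0.191 ± 0.00655 in HMLE TWIST (n = 2 each). The difference of the changes was -0.819, with an adjusted p-value of 1.75e-23 in the quasi-binomial model and 0.112 in limma.

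Among the listed splicing regulators, 24 of 51 tested genes (47.1%) had a changed event in MCF10A, against 2296 of 7801 other genes (29.4%), an odds ratio of 2.13 (two-sided Fisher exact p = 0.00838, and 0.00838 adjusted over the 2 lines). In HMLE TWIST it was 31 of 48 (64.6%) against 2744 of 8010 (34.3%), an odds ratio of 3.50 (Fisher exact p = 2.3e-05, adjusted 4.59e-05). A logistic model with the number of events and the reads of each gene, added after the data were seen, gave the alternative furthest from these, with odds ratios of 3.72 and 6.565. In 19 regulators the same event changed in both lines, 28 events in all, of which 19 rose in both lines and 0 moved in opposite directions. These genes were CLK4, HNRNPA2B1, HNRNPC, HNRNPD, HNRNPDL, HNRNPH1, HNRNPLL, MBNL1, RBM39, SNRNP70, SNRPB, SRSF1, SRSF3, SRSF4, SRSF6, SRSF7, TIA1, TIAL1 and TRA2A. The odds ratios were not recomputed without events that have a decay-target form. They therefore do not separate changes of splicing from changes in the decay of such forms.

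The 92-nucleotide coding exon of HNRNPH1 (ENSG00000169045.13; chromosome 5, 179046270 to 179046361) had the largest of these changes by the smaller of the 2 lines, from 0.8998 ± 0.00849 to 0.365 ± 0.0727 in MCF10A and from 0.914 ± 0.0292 to 0.377 ± 0.0674 in HMLE TWIST. The 456-nucleotide exon of SRSF3 (ENSG00000112081.16; chromosome 6, 36567598 to 36568053), whose inclusion form is annotated as a decay target, rose from 0.0235 ± 0.000463 to 0.533 ± 0.0787 and from 0.0371 ± 0.00597 to 0.5065 ± 0.0448. A 136-nucleotide exon of HNRNPA2B1 (ENSG00000122566.20; chromosome 7, 26230613 to 26230748) rose from 0.625 ± 0.0308 to 0.952 ± 0.00758 and from 0.600 ± 0.00210 to 0.924 ± 0.00975. The 60-nucleotide exon of SNRNP70 (ENSG00000104852.14; chromosome 19, 49605371 to 49605430), also with a decay-target inclusion form, rose from 0.0205 ± 0.000766 to 0.3635 ± 0.0689 and from 0.00668 ± 0.000682 to 0.322 ± 0.0433. All libraries had at least 494 reads in these 4 events, and limma's largest adjusted p-value was 0.0146 in MCF10A and 0.0141 in HMLE TWIST.

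**Figure D3:**
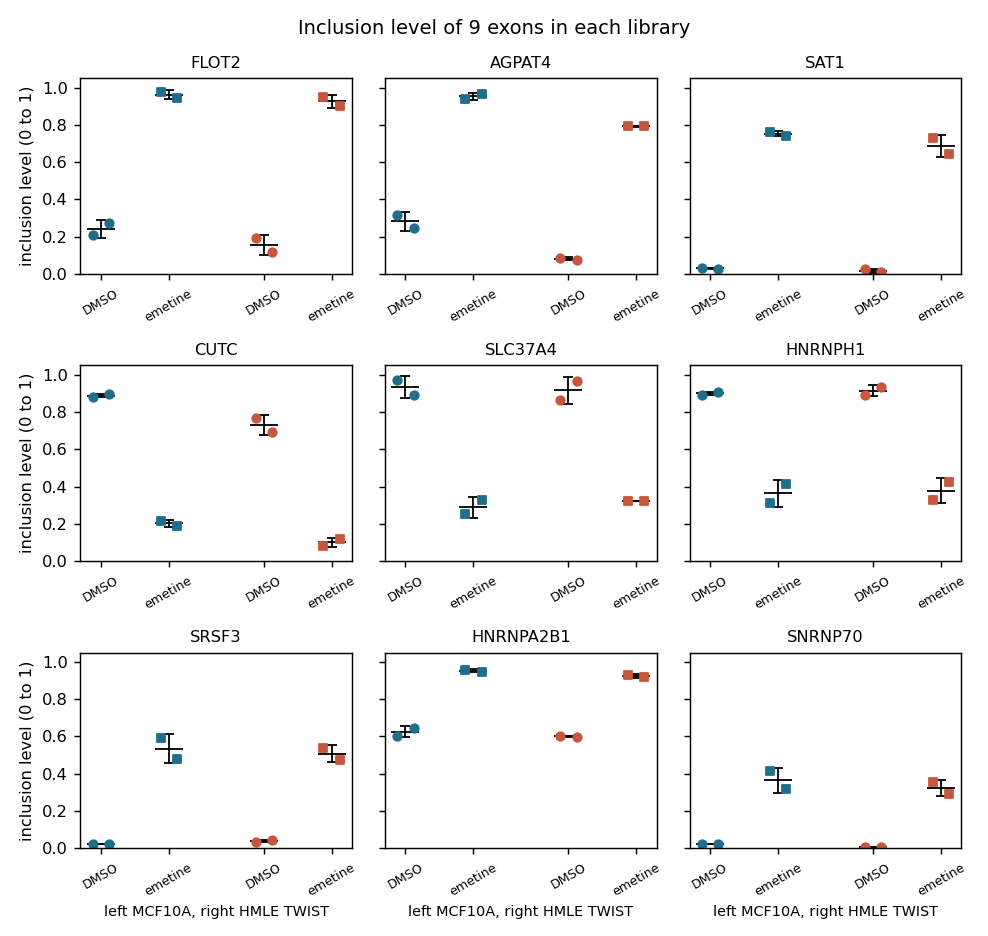
Inclusion level (vertical axis, 0 to 1) of 9 exons changed in both lines, for each library of MCF10A (left pair of groups in each panel) and HMLE TWIST (right pair) with DMSO (circles) and emetine (squares). Horizontal marks are means and bars are the SD of 2 libraries. No control library overlaps an emetine library of the same line in any of the 9 exons, and SRSF3 goes from 0.0235 to 0.533 in MCF10A and from 0.0371 to 0.5065 in HMLE TWIST.

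The share of exons with a G-run motif was compared between changed and unchanged exons, since the series concerns G-quadruplexes. In HMLE TWIST the motif was present in 661 of 2326 exons with lower inclusion (28.4%) and in 1350 of 6659 unchanged exons (20.3%), an odds ratio of 1.56 (two-sided Fisher exact p = 1.66e-15, adjusted over 4 comparisons 6.63e-15). In MCF10A it was present in 287 of 1302 exons with lower inclusion (22.04%) and in 1249 of 6354 unchanged exons (19.7%), an odds ratio of 1.16 (Fisher exact p = 0.0527, adjusted 0.105). Exons with higher inclusion had the motif in 18.3% in MCF10A (odds ratio 0.915, adjusted p = 0.262) and in 19.1% in HMLE TWIST (0.930, adjusted p = 0.288), neither of which differed from the unchanged exons. The opposite strand, which carries runs of C in the transcript, also had more motifs in the exons with lower inclusion in HMLE TWIST, with an odds ratio of 1.21 (Fisher exact p = 0.000424), and fewer in MCF10A, 0.782 (p = 0.00108). It had more motifs in the exons with higher inclusion in both lines, with odds ratios of 1.28 in MCF10A (Fisher exact p = 4.51e-05) and 1.20 in HMLE TWIST (p = 0.00316). In a logistic model with GC content and exon length, the odds ratios for lower inclusion were 1.26 in HMLE TWIST and 1.305 in MCF10A, and those for higher inclusion were 0.844 and 0.825. All 4 had an unadjusted p-value under 0.05 in that model, so the result for MCF10A and those for higher inclusion depended on it.

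CD44, which encodes a cell surface receptor with a cluster of variable exons on chromosome 11 (ENSG00000026508.16), had 31 tested events in each line. In MCF10A 7 events on 5 exons changed, all towards higher inclusion, by 0.132 to 0.275, with at least 513 reads per library. The adjusted p-value was under 0.05 for 20 of the 31 events when adjusted over all events tested and for 21 when adjusted over CD44 alone. The largest change was that of the 126-nucleotide exon at 35219668 to 35219793, spliced to the exon that starts at 35229652, from 0.147 ± 0.0191 to 0.422 ± 0.0332 (adjusted p-value 6.08e-76 in the quasi-binomial model and 0.0340 in limma). In HMLE TWIST 6 events changed, 4 to higher and 2 to lower inclusion, from -0.237 to 0.286, and 13 of 31 had an adjusted p-value under 0.05 by either adjustment. The depth was lower, with as few as 45 reads in a library of a changed event. The largest rise, of the exon at 35223215 to 35223334, went from 0.108 ± 0.0241 to 0.394 ± 0.116, and the same reads were listed for a form of this exon that starts at 35223218. The 204-nucleotide exon at 35232793 to 35232996 rose from 0.607 ± 0.0694 to 0.850 ± 0.0457. Spliced to the exon that starts at 35229652, the exon at 35226059 to 35226187 fell from 0.689 ± 0.0403 to 0.453 ± 0.0218. That event had as few as 49 reads in a library (adjusted p-value 0.0138 in the quasi-binomial model and 0.076 in limma). Spliced to 35232793, the same exon changed by -0.118 (0.0248 in the quasi-binomial model). Spliced to 35236399, it rose from 0.00626 ± 0.000658 to 0.0172 ± 0.00222 (1.83e-09, same model), at 3080 reads or more. In HMLE TWIST the other exons tested between 35211612 and 35236399 also rose, each by less than 0.1. The largest of these rises was that of the 204-nucleotide exon, from 0.0174 ± 0.00235 to 0.0882 ± 0.0151 (7.55e-93, same model), at 3487 reads or more. The 6 changed events had fewer reads than these, so their mixed direction concerns rarer forms. limma kept 4 of the 7 calls in MCF10A and 2 of the 6 in HMLE TWIST. The 2 kept in HMLE TWIST are the forms for which the same reads were listed, and so are not separate measurements. The 102-nucleotide exon at 35229652 to 35229753, singled out after its values were seen, had no event that met both thresholds in either line. Its events with an adjusted p-value under 0.05 in the quasi-binomial model changed by -0.0652 (0.000196) and -0.0760 (0.00041) in MCF10A and by 0.00759 (9.95e-11) in HMLE TWIST.

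**Figure D4:**
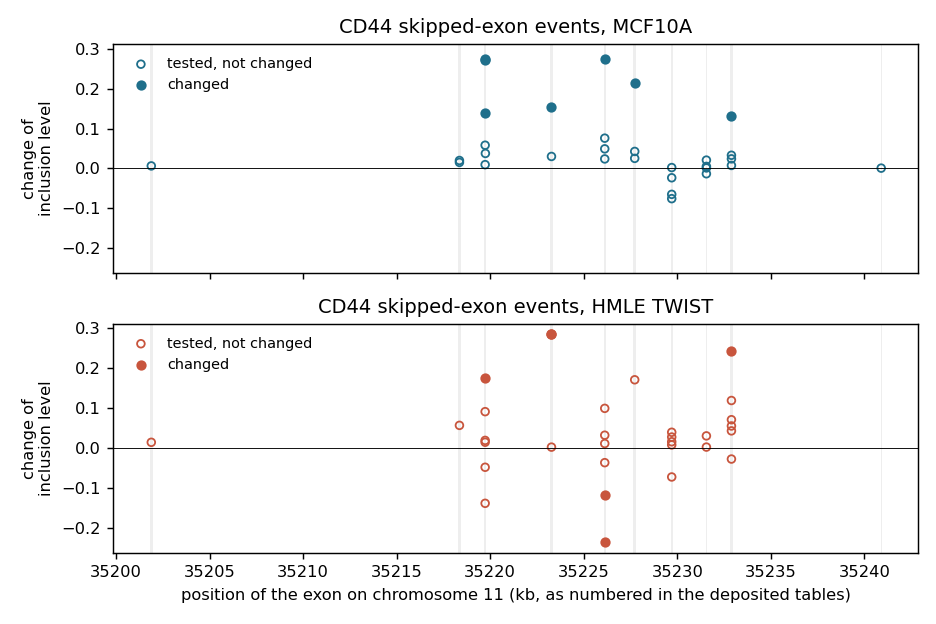
Change of inclusion level under emetine (vertical axis) of the 31 CD44 events tested in MCF10A (top) and HMLE TWIST (bottom), at the position of the exon on chromosome 11 (horizontal axis, kb in the numbering of the deposited tables), with changed events filled and exons shaded grey. The 7 changed events of MCF10A lie between 0.132 and 0.275, and those of HMLE TWIST on both sides of 0, from -0.237 to 0.286.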

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

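The test of the room left on the scale and the fits with an event's own dispersion were added after the difference was seen, and before their own results. The difference of the emetine response between the lines was tested with the interaction term of the quasi-binomial model, and 580 events passed it. In 28.45% of these events the line with the smaller change had a control level within 0.1 of either end of the inclusion scale, a share that takes no account of direction. In 19.3% (112 of 580) that line had less room in the direction of the larger change than the size of that change. For these events a difference between the lines could reflect the limits of the scale, but they are a minority. The changes had opposite signs in 315 events. In 50 of these both were at least 0.1 in size, which such limits alone would not produce. Only 23 of the events tested in both lines were called changed in both with opposite directions. In the rest of the 315, which include part of the 50, the sign of the smaller change may be replicate noise. Lower depth was weighed as well. The line with the smaller change had the fewer reads in 44.8% of the events. This share cannot decide the question, since noise from few reads can also enlarge a change in the other line. With at least 50 reads per library, 524 differences were called, so most calls did not rest on the shallowest libraries. The same length correction was applied to both lines. The labels give no sequencing batch, and a batch shared with the line could not be tested. Over all 19025 tested events limma called 0 differences after adjustment, and 2826 had an unadjusted p-value under 0.05. The quasi-binomial model called 389 with the event's own dispersion wherever it was the larger, and 0 with that dispersion alone (1596 of the 19025 at an unadjusted p-value under 0.05). A response that depends on the line remains a hypothesis, and its calls depend on how the spread between replicates is estimated.

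The largest tested differences, HMLE TWIST minus MCF10A, were -0.819 for the 9-nucleotide exon of NAV2, -0.686 for a 221-nucleotide exon of PUM2 in the 5' untranslated region (chromosome 2, 20531478 to 20531698), -0.631 for a 239-nucleotide exon of UIMC1 (chromosome 5, 176396054 to 176396292) and -0.616 for the 54-nucleotide exon of MBNL2. The adjusted p-values of the interaction in the quasi-binomial model were 1.75e-23, 0.015, 2.04e-04 and 0.00702, and limma's were 0.112, 0.142, 0.142 and 0.36. NAV2 moved in opposite directions from control levels of 0.202 and 0.721, with at least 419 reads per library in MCF10A and 54 in HMLE TWIST, and neither control level was near the end of the scale. PUM2 had 21 to 51 reads per library over both lines, and in HMLE TWIST its control level was 0.955 ± 0.0643 and its change of -0.252 had an adjusted p-value of 0.11 in the quasi-binomial model. UIMC1 rose by 0.705 in MCF10A and by 0.0746 in HMLE TWIST, where 29 to 66 reads per library and an SD of 0.122 under emetine left the change inside the spread between replicates (adjusted p-value 0.277 in the same model). MBNL2 rose by 0.709 in MCF10A and by 0.0925 in HMLE TWIST (adjusted p-value 0.0911), from control levels of 0.127 and 0.0575 that left room to rise in both lines.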

How the results depend on the processing

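The alternatives with a dispersion trend or an event's own dispersion, the replicate block, limma for CD44, the exon-only motif search, the motif model with intron length and the regulator model with events and reads were chosen after the data were seen. The search of flanking introns was not run, since no genome in the numbering of the tables was at hand.

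Counts of changed events stayed within 1.5 times the reported ones (3533 in MCF10A, 4539 in HMLE TWIST) under the other read minimums, no minimum on the rarer form, 1 event per exon, the authors' FDR, the Fisher exact test on pooled reads, raw counts and both other dispersions. They moved with the minimum change, to 5457 and 7058 at 0.05 and to 1596 and 2069 at 0.2. limma called 2012 and 3012, and 1964 and 2935 of these were among the reported events. When the event's own dispersion was used wherever it was larger, 3216 and 4164 of the reported events kept their call. With each replicate left out, 3215 to 3352 of the MCF10A events and 4197 to 4335 of those of HMLE TWIST kept a change of at least 0.1 in the same direction.

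Events changed in both lines numbered 3014 at a minimum change of 0.05, 669 at 0.2 and 897 under limma. Of the reported 1783, 1657 to 1730 kept their changes without one of the replicates. Differences between the lines numbered 285 at 0.2, and 0 under limma, with 2826 at an unadjusted p-value under 0.05. They numbered 389 with the event's own dispersion wherever it was larger, and 0 with that dispersion alone, with 1596 at an unadjusted p-value under 0.05. Of the 580, 550 to 566 kept a difference of at least 0.1 with a replicate left out.

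The replicate block takes the listing position in a cell as the replicate number. Libraries at the same position deviated together weakly or not at all. The correlation of the differences between the first and second listed library, in log2 odds, was 0.0177 between control and emetine in MCF10A and 0.00667 in HMLE TWIST. Between the lines it was -0.00745 for the controls and 0.0457 for emetine, where 52.6% of 19025 events differed in the same direction. Over the 1783 events changed in both lines the values were 0.0414, 0.127, -0.0429 and 0.0767, in the same order. The shares in the same direction were 52.3%, 56.5%, 53.4% and 55.6%. With the block, the quasi-binomial model called 3608 changed events in MCF10A (3533 without it), 4665 in HMLE TWIST (4539), 1834 in both lines (1783) and 707 differences between the lines (580). limma with the block called 1432 in MCF10A (2012 without it), 2446 in HMLE TWIST (3012), 645 in both lines (897) and 0 differences between the lines (0), with 2558 at an unadjusted p-value under 0.05. It also called 0 differences with a block shared by the lines in each treatment, with 2609 at an unadjusted p-value under 0.05. The share of changed events that fell was 39.7% and 55.4% with the block in the quasi-binomial model and 43.6% and 64.4% in limma. With the block in the quasi-binomial model, the odds ratio for the splicing regulators was 2.08 in MCF10A and 3.715 in HMLE TWIST, and that of the motif for lower inclusion was 1.15 and 1.52 (2.13, 3.50, 1.16 and 1.56 without it).

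The share of changed events with lower inclusion in MCF10A (39.6%) became 41.6% with at least 50 reads, 44.1% and 36.5% at minimum changes of 0.05 and 0.2, 41.9% under limma and 29.7% from raw counts. In HMLE TWIST (55.5%) it became 57.4% with at least 50 reads, 57.3% at 0.05, 57.4% with 1 event per exon, 60.9% under limma and 45.85% from raw counts. Among reported events that kept a change of at least 0.1 without a replicate, it was 38.3 to 40.7% in MCF10A and 54.3 to 57.2% in HMLE TWIST. Events were not called anew for these, so the share had little room to move. The share was higher in HMLE TWIST than in MCF10A under each of these settings. The cause of these shifts was not tested.

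The odds ratio of changed genes among splicing regulators ran from 1.96 to 3.72 in MCF10A and from 2.61 to 6.565 in HMLE TWIST over the alternatives, with Fisher exact or logistic-model p-values from 3.99e-05 to 0.017 and from 6.03e-08 to 0.00144.

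For lower inclusion in MCF10A, the odds ratio of the motif, 1.16, became 0.782 on the opposite strand (Fisher exact p = 0.00108, within a range from 0.00108 to 0.672 over its alternatives) and passed the threshold in the logistic models, 1.305 with GC content and exon length and 1.26 with intron length added. For higher inclusion in MCF10A, 0.915 became 1.28 on the opposite strand (Fisher exact p = 4.51e-05), and 0.825 and 0.828 in the same models. For higher inclusion in HMLE TWIST, 0.930 became 1.75 with runs of at least 3 G and 1.20 on the opposite strand (Fisher exact p = 0.00316), and 0.844 and 0.849 in the models. For lower inclusion in HMLE TWIST, the longer runs gave 1.71, no longer past the threshold (Fisher exact p = 0.0766), from 19 exons with the motif. The cause was not tested, and for the longer runs the number of exons limits what can be seen.

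Of the 59 named events, with lines counted separately, limma left 10 and the authors' FDR 2 no longer past the threshold, and 1 passed it under the authors' FDR alone. The event's own dispersion, used wherever it was larger, left 2 no longer past the threshold, both in CD44. Without the emetine replicate listed first, 3 small changes reversed. UIMC1 in HMLE TWIST ran from -0.0116 to 0.161 with each replicate left out, a CD44 event of the 102-nucleotide exon in MCF10A from -0.0628 to 0.0156 and another of that exon in HMLE TWIST from -0.0528 to 0.107. CD44 calls, 7 in MCF10A and 6 in HMLE TWIST, became 4 and 4 under limma. In HMLE TWIST only 2 of the 6, which list the same reads, were among these. Over the other alternatives the CD44 calls ran from 6 to 7 and from 5 to 7.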

Other observations

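The tests of how often a decay-target form rose and of how many events had a larger gap between the lines were chosen only after the result was seen. Those of level and depth, frame and GC content for intron length were chosen after the difference of intron length was seen, and before their own results. Emetine inhibits translation, on which nonsense-mediated decay depends. Among changed events in which 1 form is annotated as a decay target and the other as coding, the decay-target form rose in 398 of 446 in MCF10A (89.2%, Wilson interval 86.0 to 91.8) and in 408 of 467 in HMLE TWIST (87.4%, 84.0 to 90.1). Events with a low inclusion level have more room to rise, so events with both forms coding were drawn at the same mean level and depth. This was done for all tested events with a decay-target inclusion form, changed or not (1256 in MCF10A and 1269 in HMLE TWIST). None of 10000 draws reached their median change in either line, a share of 0.0001, the smallest the draws can give (0.0271 against a largest drawn median of 0.0111 in MCF10A, and 0.0189 against 0.00457 in HMLE TWIST). Events with a decay-target skipping form were not covered by the draws. Shallow events were not the source, since the share with a rising decay-target form was 92.2% and 95.1% among events with at least the median number of reads. A candidate explanation is that part of the change in inclusion reflects slower decay of the unproductive form and not a change of splicing. RNA stability was not measured, and most changed events have no annotated decay target.

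The same explanation predicts that, among coding exons with no annotated decay target, skipping rises more often where it shifts the reading frame. Inclusion fell in 71.45% of 781 changed exons whose length is not a multiple of 3 and in 39.9% of 706 others in MCF10A (odds ratio 3.76, Fisher exact p = 8.17e-35), and in 79.3% of 1254 against 52.5% of 890 in HMLE TWIST (odds ratio 3.48, p = 2.17e-39, same test). The exons were not matched for inclusion level here, and exons near full inclusion have little room to rise. The test thus cannot separate decay from a difference of starting level. Slower decay of frame-shifted skipping products beyond the annotated targets remains a hypothesis.

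Changed events fell more often in HMLE TWIST than in MCF10A, by 15.97 percentage points. The difference was 15.5 points among events tested in both lines (Fisher exact p = 2.02e-35) and 15.5 points with at least 50 reads in every library of both lines (p = 1.16e-28), so neither the choice of events nor depth accounts for it. Among coding exons that keep the frame, with no annotated decay target, it was 12.5 points (Fisher exact p = 7.26e-07), so decay may account for at most a part. The p-values treat events as independent, which they are not. That the lines differ in how splicing itself responds remains a hypothesis.

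The inclusion levels of the lines did not come closer under emetine. The median absolute difference between lines was 0.0125 in the controls and 0.0212 under emetine, a rise of 0.00876, over 19025 events, and the gap was larger under emetine in 61.7% of them. Among 10294 events with at least 200 reads in every library the rise was 0.00557, with a larger gap in 64.6%, so shallow libraries do not account for it.

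Exons with lower inclusion had short flanking introns. Their summed length differed from that of unchanged exons by a median of -2914 nucleotides in MCF10A (3692 against 6606) and of -3922 in HMLE TWIST (2552 against 6474), each with an adjusted permutation p of 0.00024 over 12 comparisons, from the smallest p that 10000 permutations can give. Exons with higher inclusion differed by -380.5 nucleotides in MCF10A (adjusted p = 0.18, permutation test) and by 123 in HMLE TWIST (0.71). None of 10000 draws of exons from the unchanged set at the same mean inclusion level and depth had as short a median in either line, an estimated share of 0.0001, the smallest the draws can give. The difference was -2870 and -3273 nucleotides among frame-keeping coding exons with no annotated decay target, and -2892 and -3317 among exons with a GC content of 45 to 55%, in MCF10A and HMLE TWIST, each with a permutation p of 0.0001, again the smallest possible. None of these tests accounted for it. Short introns may mark exons that are prone to skipping under emetine, a hypothesis found and tested on the same data.

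Other properties moved less. Exon length differed from the unchanged set by a median of 8 nucleotides for higher inclusion and -17 for lower inclusion in MCF10A (both adjusted permutation p = 0.00024), and by 1 (0.71) and -4 (0.073) in HMLE TWIST. Exon GC content differed by 0.0772 percentage points for higher and 0.657 for lower inclusion in MCF10A (adjusted permutation p = 0.84 and 0.24), and by -0.528 (0.27) and 3.74 (0.00024) in HMLE TWIST, where exons with lower inclusion had a median of 53.1% against 49.4%.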
